A study of Homo sapiens with 24 samples. Its data were reported in "Apoptotic stress causes mtDNA release during senescence and drives the SASP" (2023).

How the data were processed

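RNA was sequenced from 2 lines of human lung fibroblasts, IMR90 and MRC5, in 24 libraries. According to the study, poly(A) RNA libraries were sequenced as pairs of reads on Illumina instruments, checked with FastQC, aligned with STAR to GRCh38 with GENCODE genes, and counted per gene with htseq-count, and FPKM were computed with Cufflinks. The versions of STAR, HTSeq and Cufflinks and the strand setting of the counting are not given in the sources used here. The deposited count table holds raw read counts per gene by the authors for 60623 Ensembl genes, and the deposited FPKM table holds FPKM by the authors (not log-transformed) for 60668 genes. Counts were used for all main results. FPKM were used in alternatives only, with blank cells (54.4% of the table) read as 0. Gene symbols came from the FPKM table, and coordinates from GENCODE release 44 on hg38, which matched 60295 genes of the count table.

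Libraries were grouped by their labels into 8 groups of 3. The IMR90 groups are proliferating, senescent (20 Gy), senescent with CCCP (12 µM) and senescent with CCCP and mtDNA (5 µg). The MRC5 groups are proliferating or senescent, each with empty vector or with guides against BAX and BAK1. No pair of libraries was a duplicate. Libraries held 19114234 to 28498534 counts. In simulated data with this depth and spread, genes changed by 0.5, 1 and 2 log2 units were called in 69.7%, 95.5% and 100% of cases for mitochondrial clearance, 51.5%, 92.5% and 97.0% for the deletion in senescent MRC5, and 27.3%, 92.5% and 100% for the interaction. The changed genes were drawn from those with a mean of at least 1 CPM over the libraries of a line. Between 5.85% and 7.55% of the calls in these simulations were false.

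Each line was fitted with its 12 libraries in edgeR 4.0.16 under R 4.3.3: genes were filtered with filterByExpr by group (17684 genes left in IMR90, 16341 in MRC5), libraries were scaled by TMM, and a robust quasi-likelihood model with 1 coefficient per group was tested with glmQLFTest. The common biological coefficient of variation was 0.0771 in IMR90 and 0.0900 in MRC5. Adjusted p are Benjamini-Hochberg values over the genes of a comparison, called at 0.05, from two-sided tests. The standard error of a log2 fold change was computed as its absolute value divided by the square root of F. For very large folds against few counts this value is too small, and counting error alone can exceed it. The 10 comparisons were senescence in IMR90, clearance against senescent, mtDNA against clearance, mtDNA against senescent, senescence in MRC5 with empty vector and with the deletion, the deletion in senescent and in proliferating MRC5, their difference, and the difference between the lines, which was fitted over all 24 libraries. Comparisons, tests, gene lists, the naming rule and the alternatives were set before the data were examined, except where stated.

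Where a gene had 0 counts in one group, a lower bound of the fold is given that takes 3 counts as the upper limit of that group, and with 1 to 3 counts the ratio of the counts scaled by TMM-adjusted library size with a 95% interval from the counts alone. These bounds and intervals cover counting error and not the spread between libraries.

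In all, 31 gene lists were fixed. From general knowledge came SASP cytokines and chemokines, SASP proteases and inhibitors, SASP growth factors and receptors, ISGs, genes of G1/S and replication, G2 and mitosis, arrest markers, p53 targets, the 13 mtDNA-encoded mRNAs, nuclear genes of oxidative phosphorylation, mitochondrial genome maintenance and dynamics, the integrated stress response, mitochondrial chaperones and proteases, lysosome and autophagy, glycolysis and hypoxia, matrix and contractile genes, cholesterol synthesis, the BCL2 family, the cGAS-STING pathway, heat shock proteins, replication-dependent histones, ribosomal proteins, and markers of epithelial, endothelial, leukocyte, and smooth muscle or neural cells. From the study came ISGs of mtDNA stress (defined in other cells), NF-κB targets (a public list that the study may have trimmed), and lists of SASP genes for MRC5 and IMR90 and of proliferation genes that the study chose on samples analysed here. Lists with at least 5 tested members were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, adjusted over the lists of a comparison, with camera at an estimated correlation and fry beside it. This left 30 lists in IMR90 and 28 in MRC5, and the endothelial markers had too few members. Counts of called members are given over all genes tested and adjusted over the list alone.

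Genes were named by rule: BAX, BAK1 and the 13 mtDNA-encoded mRNAs; 15 genes fixed beforehand whatever their result (CDKN1A, CDKN2A, CDKN2B, LMNB1, MKI67, IL6, CXCL8, IL1A, IL1B, CXCL1, CXCL10, CCL5, IFIT1, ISG15 and GDF15); up to 4 members of a list with the largest change among those called without overlap between the libraries of both groups; and the 5 most raised and 5 most lowered genes called without overlap that reached 5 CPM in the higher group. Genes without a symbol were left out of the last part.

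Pairs of comparisons were set against each other by counts of shared calls, with the number expected if calls were independent, and by correlation across genes. For comparisons that share a group, 20 simulations without any change gave the correlation that sharing alone makes. The pair of deletion comparisons was added after their results were seen. Every division of 3 and 3 libraries into groups (10), and 100 drawn divisions for both difference tests, were also fitted.

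Alternatives were DESeq2 1.42.0; limma-trend on log2(FPKM + 1), with and without a filter at a mean FPKM of 0.5, and on log2(FPKM + 0.1); scaling by DESeq2 size factors, by TMM without mtDNA-encoded genes and by library size alone; at least 1 CPM in 3 libraries or no filter on low counts; an adjusted p of at most 0.01 or an absolute log2 fold change of at least 1; a fit of only the libraries compared or of all 24; a block for the replicate number; and each replicate left out in turn. Leaving out both senescent MRC5 libraries with a high mtDNA-encoded share was added after the data were examined. Reads were not aligned again, and isoforms, protein levels and the study's other assays were not analysed here. Some genes that the rule would name are not reported here.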

Results

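RNA sequencing counts were compared in 24 libraries of human lung fibroblasts, with 8 groups of 3 libraries. IMR90 fibroblasts were proliferating, senescent after 20 Gy of irradiation, senescent and treated with 12 µM of the uncoupler CCCP (mitochondrial clearance), or senescent, cleared of mitochondria and transfected with 5 µg of mtDNA. MRC5 fibroblasts carried an empty vector or CRISPR guides against BAX and BAK1, and each kind was proliferating or senescent. Each library held 19114234 to 28498534 counts assigned to genes. Changes are log2 fold changes from edgeR, the second value after ± is a standard error for a fold change and a standard deviation over n = 3 libraries for a level in CPM (counts scaled to TMM-adjusted library size), and a gene was called at an adjusted p of at most 0.05. For very large folds against few counts the standard error is too small. Genes that are described as risen or fallen without a further remark met that threshold. Genes singled out for the size of their change showed no overlap between the libraries of both groups, which happens for 10% of unchanged genes by chance.

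The labels were first compared with the genes that the guides target. BAX (ENSG00000087088, chromosome 19 from 48954815 to 48961798 of hg38), which encodes a protein that opens pores in the outer mitochondrial membrane, fell by 0.42 in senescent MRC5 cells carrying the guides (61.3 ± 6.76 CPM against 82.2 ± 3.68 with empty vector, not called without deleted replicate 2) and by 0.53 in proliferating ones (91.4 ± 1.25 against 132 ± 9.70). BAK1 (ENSG00000030110, chromosome 6 from 33572547 to 33580293), whose product acts beside BAX, was not called in either state (adjusted p = 0.308 and 0.554). An edit of the coding sequence need not lower the mRNA, so these levels neither show nor exclude a deletion. The study reported loss of both proteins by western blot in proliferating and senescent edited cells.

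All 13 mRNAs encoded by mtDNA were present in every library. Genes encoded by mtDNA took 2.96 ± 0.262% of the counts in proliferating IMR90, 3.60 ± 0.238% in senescent IMR90, 0.0623 ± 0.0107% after mitochondrial clearance and 0.0380 ± 0.0034% after transfection of mtDNA. In MRC5 the shares were 3.82 ± 0.661% (proliferating, empty vector), 3.47 ± 0.395% (proliferating, BAX/BAK deleted), 5.60 ± 2.31% (senescent, empty vector) and 4.86 ± 2.26% (senescent, BAX/BAK deleted). One library of each senescent MRC5 group stood apart with 8.25% (empty vector, replicate 1) and 7.47% (deleted, replicate 3).

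**Figure D1:**
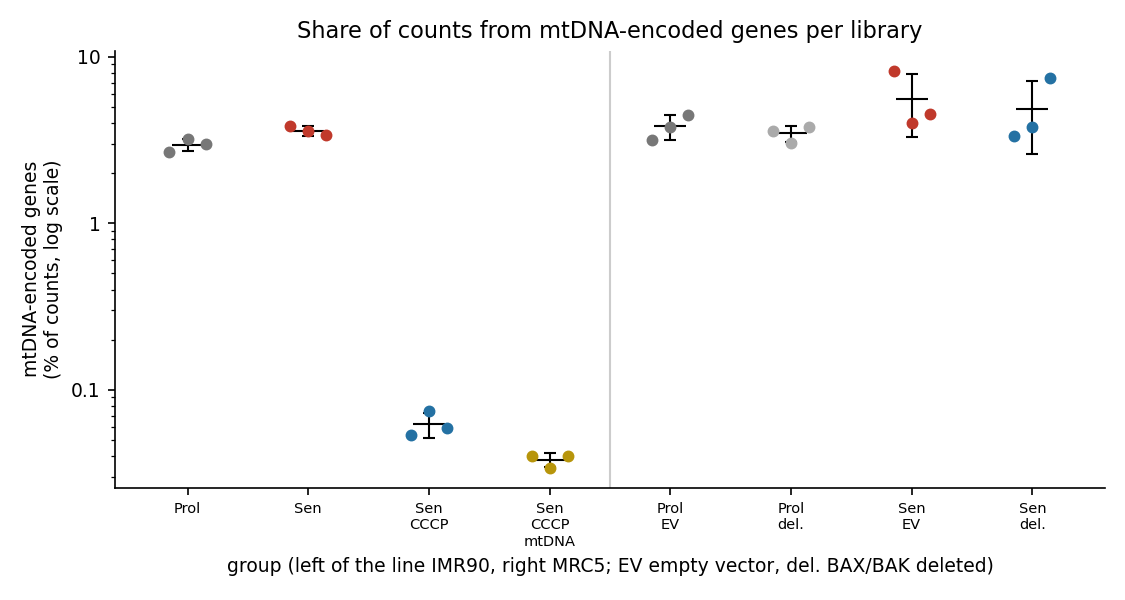
Share of counts from mtDNA-encoded genes (percent, log axis) in each of the 24 libraries. Points are libraries, and bars are the mean ± SD of 3; the cleared IMR90 groups had means of 0.0623% and 0.0380%, and the other groups had means from 2.96% to 5.60%.

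The first comparison asked what irradiation-induced senescence changed in IMR90. Of 17684 genes tested, 6011 were higher and 5523 were lower in senescent cells (65.2% of the genes). CDKN1A, which encodes the cell cycle inhibitor p21, rose by 1.84 ± 0.10 (1865 ± 59.1 against 522 ± 31.6 CPM). The neighbouring inhibitor genes CDKN2B (p15) and CDKN2A (p16) rose by 1.70 and 0.37, the latter with an adjusted p of 0.0245 that rose above 0.05 in 4 of 6 fits with 1 library left out (up to 0.108). LMNB1, the lamin B1 gene whose loss marks senescent nuclei, fell by 4.76, and MKI67, the gene of the proliferation antigen Ki-67, fell by 4.32 (28.0 ± 4.24 against 563 ± 66.7 CPM). All 39 genes of G2 and mitosis fell (median -3.86), with ASPM and KIF2C of the mitotic spindle at -4.45 and -4.28. Of the 36 genes of the G1/S transition and DNA replication, 35 fell, including the replication factor MCM10 (-3.67) and the chromatin regulator UHRF1 (-3.42, although its FPKM were blank in 2 of the 3 proliferating libraries). The 38 proliferation genes that the study had chosen on samples analysed here all fell, which is not independent evidence. Of 13 further arrest markers 4 rose and 8 fell, with the chromatin protein gene HMGB2 at -3.57 and the inhibitor gene CDKN2C at -4.16. Targets of p53 rose in 28 of 35 cases and fell in 1. Among them were the stress cytokine gene GDF15 (5.54 ± 0.12, 738 ± 18.1 against 15.9 ± 2.33 CPM) and the antiproliferative gene BTG2 (2.16).

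SASP cytokine genes rose as well. IL6 (ENSG00000136244, chromosome 7 from 22725884 to 22732002), the gene of a secreted cytokine that defines the SASP, rose by 6.11 ± 0.15 (429 ± 59.6 against 6.21 ± 0.422 CPM). CXCL8 (ENSG00000169429, chromosome 4 from 73740519 to 73743716), which encodes the neutrophil chemokine IL-8, rose by 8.56 ± 0.17 (1356 ± 148 against 3.60 ± 0.344 CPM). The upstream cytokine genes IL1A and IL1B rose by 7.63 and 7.10, and the chemokine gene CXCL1 by 10.55. CXCL1 had 5, 4 and 2 counts in the proliferating libraries, so its fold is less certain than the computed standard error of 0.23. CCL20, CSF3 and CXCL6, which encode secreted factors that recruit or expand leukocytes, had no counts in proliferating cells and were at least 698-fold, 680.2-fold and 218-fold higher. Of 25 SASP cytokines and chemokines, 21 rose, 2 fell and 2 were not called, also adjusted over the list alone (median 6.96, or 6.53 with bounded folds, camera adjusted p = 2.7e-38). Growth factors and receptors of the SASP rose in 29 of 33 cases and fell in 1 (median 1.31), with the EGF receptor ligand gene EREG at 4.05 and the adhesion receptor gene VCAM1 at 4.22. Proteases and inhibitors rose in 16 of 19 cases and fell in 1, with the metalloproteinase genes MMP12 and MMP3 at 4.96 and 3.81 and the inhibitor gene SERPINB2 at 4.23. Of 188 NF-κB targets, 145 rose and 20 fell. The SASP lists that the study had chosen on these samples gave 15 of 16 (IMR90 list) and 13 of 14 (MRC5 list) genes higher, which is not independent evidence. The shifts of the SASP, NF-κB, p53 and cell cycle lists also met the threshold with an estimated correlation between genes (highest adjusted p = 0.0119, for proteases).

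Interferon-stimulated genes (ISGs), which respond to sensed nucleic acids, rose in 45 of 46 cases in senescent IMR90 (median 2.21). The list was called with the preset correlation (adjusted p = 5.0e-31) and not with an estimated one (adjusted p = 0.0767). IFIT1 (ENSG00000185745, chromosome 10 from 89392546 to 89406487), whose product binds foreign RNA caps, rose by 2.84 ± 0.13, and ISG15, which encodes a ubiquitin-like modifier, rose by 2.80 ± 0.11. The gene of the chemokine CXCL10 rose by 7.55, that of CCL5 by 4.60, and the genes of the nucleic acid sensors OAS1 and OAS2 by 7.25 and 7.31. BST2, which encodes a protein that tethers virions, had 1 count in proliferating cells and 716 in senescent ones, a ratio of 647 (95% counting interval 116 to 25581). Of 32 ISGs that were defined in other cells under mtDNA stress, 30 rose and 1 fell, again called with the preset correlation (adjusted p = 6.7e-17) but not with the estimated one (adjusted p = 0.123).

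Other programmes moved less in senescent IMR90. All 35 lysosome and autophagy genes rose (median 0.62), among them the autophagy receptor gene SQSTM1 (2.04) and the lysosomal glycoprotein gene GPNMB (3.05). Replication-dependent histone genes rose in 9 of 10 cases, with HIST1H4H at 3.38. The libraries hold poly(A) RNA, so histone transcripts without a poly(A) tail were not measured here. Ribosomal protein genes fell in 39 of 40 cases (median -0.65, adjusted p = 2.7e-05, and 0.612 with an estimated correlation). Matrix and contractile genes fell in 23 of 36 cases and rose in 5, with the elastin gene ELN at -4.43 and the actin gene ACTA2 at -1.65 (adjusted p = 9.7e-04, and 0.267 with an estimated correlation). The nuclear genes of oxidative phosphorylation fell in 47 of 77 cases (adjusted p = 0.0470, and 0.775 with an estimated correlation). Glycolysis and hypoxia genes (19 higher, 8 lower, adjusted p = 0.0398) and the BCL2 family (10 higher, 2 lower, adjusted p = 0.0202) were called with the preset correlation only (adjusted p = 0.248 and 0.193 with an estimated correlation). In 2 of 6 fits with a library left out the calls of the oxidative phosphorylation and of the glycolysis list each ended. Of the mtDNA-encoded mRNAs 6 of 13 rose, with MT-ND6 of complex I at 0.86, and the list was not called (adjusted p = 0.411). Lists for the integrated stress response (8 higher, 18 lower), cholesterol synthesis (14 and 5), mitochondrial genome maintenance (9 and 14), mitochondrial chaperones (1 and 6), the cGAS-STING pathway (6 and 6) and heat shock proteins (3 and 6) were not called. Markers of other cell types gave no called list either: 3 of 6 epithelial, 5 of 5 leukocyte and 2 of 6 smooth muscle or neural markers were higher.

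The second comparison asked whether SASP genes and ISGs are lower in senescent IMR90 whose mitochondria were cleared. Of the 17684 genes, 5708 were higher and 5265 lower than in senescent cells that kept their mitochondria. The share of higher genes among those called was 52.0%, and 63.2% when libraries were scaled by their size alone. All 13 mtDNA-encoded mRNAs fell (median -5.88), from -5.13 for MT-ND2 to -6.40 for MT-CO1, and 18 annotated nuclear pseudogenes of mtDNA fell with them. IL6 fell by 6.16 (5.96 ± 1.02 against 429 ± 59.6 CPM), and CXCL8 had 5.34 ± 0.663 against 1356 ± 148 CPM (-7.98 ± 0.16). The interleukin genes IL1A and IL1B fell (-7.48 and -8.32), as did the chemokine genes CXCL1 and CCL20 (-11.28 and -8.27), and CXCL6 lost all its counts (at least 269-fold lower). C3, which encodes the central complement component, was among the 5 most lowered genes by the naming rule (-9.81, with 0.417 ± 0.0964 against 382 ± 23.2 CPM). Of 25 SASP cytokines and chemokines, 22 fell, 1 rose and 2 were not called (23 fell adjusted over the list alone, median -5.88, camera adjusted p = 3.4e-56). Proteases fell in 14 of 19 cases and rose in 3, with MMP12 at -5.67 and MMP3 at -3.39. Growth factors and receptors fell in 23 of 33 cases and rose in 5 (24 and 6 adjusted over the list alone), with the adhesion receptor gene ICAM1 at -5.04. NF-κB targets fell in 118 of 188 cases and rose in 45. From the study's own SASP lists 16 of 16 (IMR90) and 13 of 14 (MRC5) fell, which is not independent evidence.

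ISGs fell after clearance in 45 of 46 cases (median -3.60, adjusted p = 4.7e-59). IFIT1 fell by 6.55 and ISG15 by 3.60, both to levels under those of proliferating cells (0.803 ± 0.0641 against 10.6 ± 0.663 CPM for IFIT1 and 12.5 ± 2.18 against 21.9 ± 1.14 for ISG15). CXCL10 had 6336 counts in senescent and 3 in cleared cells, a ratio of 2355 (95% counting interval 806 to 11423), and BST2 was at least 266-fold lower. The mtDNA-stress ISGs fell in 31 of 32 cases and rose in 1. In the cGAS-STING pathway, which senses cytosolic DNA, 8 of 15 genes fell and 2 rose (adjusted p = 0.00457), including SAMHD1, which encodes a nucleotide hydrolase (-3.08), and the kinase gene IKBKE (-2.65). The lists of this paragraph, the SASP lists and the NF-κB targets were also called with an estimated correlation (highest adjusted p = 0.0361, for the mtDNA-stress ISGs).

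Arrest did not reverse with clearance. CDKN1A rose by 0.37 ± 0.09 (2414 ± 402 against 1865 ± 59.1 CPM), CDKN2A was not called (adjusted p = 0.178, but 3.8e-04 and lower without clearance replicate 2) and CDKN2B fell by 1.07. MKI67 fell further (-2.79), as did all 39 genes of G2 and mitosis (median -2.25) and 24 of 36 genes of G1/S and replication (adjusted p = 8.8e-04, and 0.197 with an estimated correlation). The study's proliferation list had 31 of 38 genes lower, and the arrest markers (3 higher, 5 lower) were not called. Targets of p53 rose in 18 of 35 cases and fell in 8 (adjusted p = 0.0310, and 0.0519 with an estimated correlation), with GDF15 at 0.97 and the stress sensor gene SESN2 at 1.72. SESN2 is on the list of the integrated stress response as well.

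The list with the largest rise after clearance was the integrated stress response, a programme that follows several kinds of stress, mitochondrial damage among them. Of its 34 genes 31 rose and none fell (median 1.44, adjusted p = 1.6e-34, and 0.00151 with an estimated correlation). The serine synthesis gene PSAT1 rose by 4.30 ± 0.06 (460.3 ± 3.55 against 23.4 ± 0.0872 CPM), the asparagine synthetase gene ASNS by 3.11, the peptide hormone gene ADM2 by 3.11 and the pseudokinase gene TRIB3 by 2.87. Outside the lists, the growth factor gene GDF6 rose by 3.82 and the antisense transcript HIF1A-AS3 by 3.65. CTRB1 and CTRB2 (4.51 and 4.38) are near-identical copies, so reads may be misplaced between them. Glycolysis and hypoxia genes rose in 19 of 32 cases and fell in 4, with the glucose transporter gene SLC2A3 at 1.85 and the hypoxia gene NDRG1 at 1.88 (adjusted p = 1.5e-05, and 0.0318 with an estimated correlation). Matrix and contractile genes fell in 28 of 36 cases, with the collagen gene COL3A1 at -3.91 and the periostin gene POSTN at -5.58 (adjusted p = 1.6e-20, and 0.0146 with an estimated correlation). Cholesterol synthesis genes fell in 20 of 24 cases (adjusted p = 1.2e-06, and 0.0519 with an estimated correlation). Ribosomal protein genes rose in 20 of 40 cases, and epithelial and smooth muscle or neural markers fell in 4 and 3; these lists were called with the preset correlation only (adjusted p = 0.740, 0.0643 and 0.118 with an estimated correlation). Lists for oxidative phosphorylation (23 higher, 8 lower), mitochondrial genome maintenance (16 and 7), chaperones (6 and 2), lysosomes (8 and 14), the BCL2 family (5 and 4), heat shock (3 and 4), histones (1 and 5) and leukocyte markers (0 and 1) were not called. In 1 of 6 fits with a library left out the oxidative phosphorylation, chaperone and lysosome lists were each called, and in 2 of 6 the ribosomal list was not. No cells that kept their mitochondria under CCCP were analysed here, so effects of the uncoupler and of the loss of mitochondria are not separated. In a separate experiment the study used CCCP to fragment mitochondria in senescent cells and described no clearance. It reported higher mRNA of SASP factors in those cells.

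The third comparison asked whether these genes are higher again in cleared cells that received mtDNA. Of 17684 genes, 1182 were higher and 1297 lower than after clearance alone (14.02% of the genes). Higher genes made up 47.7% of those called, and 57.8% with scaling by library size alone. All 46 ISGs rose (median 4.93, adjusted p = 9.5e-05 with an estimated correlation). IFIT1 rose by 8.60 ± 0.18 (314 ± 61.0 against 0.803 ± 0.0641 CPM) and ISG15 by 4.85 ± 0.12 (361 ± 45.1 against 12.5 ± 2.18 CPM). The antiviral gene RSAD2 had 3890 counts against 1, a ratio of 3912 (95% counting interval 702 to 154542), OAS1 3657 against 1 (3677, 659.6 to 145288) and CXCL10 1745 against 3 (585, 199.8 to 2839). The interferon-induced gene IFI44L rose by 9.42, the cytosolic RNA sensor gene IFIH1 by 6.46 and the chemokine gene CCL5 by 5.47. Of 32 mtDNA-stress ISGs, 31 rose and none fell.

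SASP cytokines moved far less after mtDNA transfection. IL6 rose by 1.67 ± 0.14 (19.1 ± 2.93 against 5.96 ± 1.02 CPM, with 429 ± 59.6 in uncleared senescent cells) and CXCL8 by 1.57 ± 0.15 (15.9 ± 3.52 against 5.34 ± 0.663 CPM, with 1356 ± 148 in uncleared senescent cells). CXCL1, IL1A and IL1B were not called (adjusted p = 0.183, 0.0522 and 0.236), although IL1A was higher without mtDNA replicate 3 (adjusted p = 0.0401). Of 25 cytokines and chemokines 8 rose and none fell (9 rose adjusted over the list alone, median 0.63, adjusted p = 3.5e-06, and 0.117 with an estimated correlation). With 1 library left out this median ran from 0.52 (without mtDNA replicate 2) to 0.96 (without clearance replicate 2). NF-κB targets rose in 75 of 188 cases and fell in 16 (94 and 25 adjusted over the list alone, adjusted p = 1.0e-22, and 0.0135 with an estimated correlation), with the adhesion receptor gene ICAM1 at 1.51. The study's IMR90 SASP list had 9 of 16 genes higher and its MRC5 list 6 of 14, which is not independent evidence. Proteases (1 higher, 2 lower) and growth factors (6 and 4) were not called as lists, and the means and medians of the growth factor list differ in sign (0.17 and -0.04).

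The transfected mtDNA was not accompanied by more mtDNA-encoded mRNA. By qPCR, the study detected no mtDNA in cleared cells and reported a rise after transfection. That assay measured DNA and not the mRNA compared here. Of the 13 mRNAs 11 were lower than after clearance alone (12 adjusted over the list alone, median -0.61, adjusted p = 2.1e-12, and 0.0867 with an estimated correlation), led by MT-CO3 of cytochrome oxidase (-1.02), with MT-CO1 of the same complex at 52.4 ± 2.58 against 104 ± 17.9 CPM. CDKN1A fell by 0.36 (not called in 2 of 6 fits with 1 library left out) and GDF15 by 0.66, CDKN2B rose by 0.61, and CDKN2A, LMNB1 and MKI67 were not called (adjusted p = 0.850, 0.315 and 0.0813), although MKI67 was lower without clearance replicate 2 (adjusted p = 0.0414). The decoy receptor gene TNFRSF10D was the most lowered gene by the naming rule (-1.88; 342 ± 74.6 against 1262 ± 8.25 CPM), and SAMHD1 rose by 3.87. Targets of p53 fell in 10 of 35 cases and rose in 2 (adjusted p = 0.0233 with an estimated correlation). Lists called with the preset correlation only were the integrated stress response (15 higher, 0 lower, adjusted p = 0.0599 with an estimated correlation), cholesterol synthesis (0 and 14; 0.0827), heat shock proteins (0 and 8; 0.0867), glycolysis and hypoxia (0 and 12; 0.0827), G2 and mitosis (0 and 10; 0.288) and the cGAS-STING pathway (3 and 1; 0.0525). No cleared cells with a mock transfection were analysed here, and without IMR90 mtDNA replicate 2 the calls fell to 630 higher and 465 lower (811 lower without mtDNA replicate 1).

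Cells that received mtDNA were then compared with senescent cells that kept their mitochondria, to show how far they lie apart; 5585 genes were higher and 5109 lower (52.2% of called genes higher, 65.4% with scaling by library size alone). IL6 and CXCL8 stayed lower (-4.49 and -6.41), as did IL1B (-7.78) and CXCL1 (-9.86), whereas IFIT1 was higher by 2.06 ± 0.12, ISG15 by 1.25 ± 0.10 and the interferon-induced kinase gene CMPK2 by 3.65. CXCL10, induced by both interferon and NF-κB, was lower (-2.02), and CDKN1A was not called (adjusted p = 0.923). Of 46 ISGs 38 were higher and 6 lower (median 1.28, adjusted p = 4.4e-10, and 0.305 with an estimated correlation). Of 25 cytokines and chemokines 2 were higher and 21 lower (median -4.54, adjusted p = 0.00135 with an estimated correlation). Stated as a share of the senescent level, the 45 ISGs that clearance had lowered stood at a median of 8.10% after clearance and 242% after mtDNA, and 38 of them lay above the senescent level. For the 22 lowered cytokines and chemokines the medians were 1.03% and 3.13%, with 17 below 10% and 2 above the senescent level. NF-κB targets stood between (118 genes, 36.4% and 56.2%), and proteases (14 genes, 45.7% and 44.1%) and growth factors (23 genes, 41.4% and 38.6%) did not move back. In the integrated stress response 33 of 34 genes were higher than in uncleared senescent cells (median 1.65), with PSAT1 at 4.44. Of 36 matrix and contractile genes 31 were lower, with COL3A1 at -4.58.

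**Figure D2:**
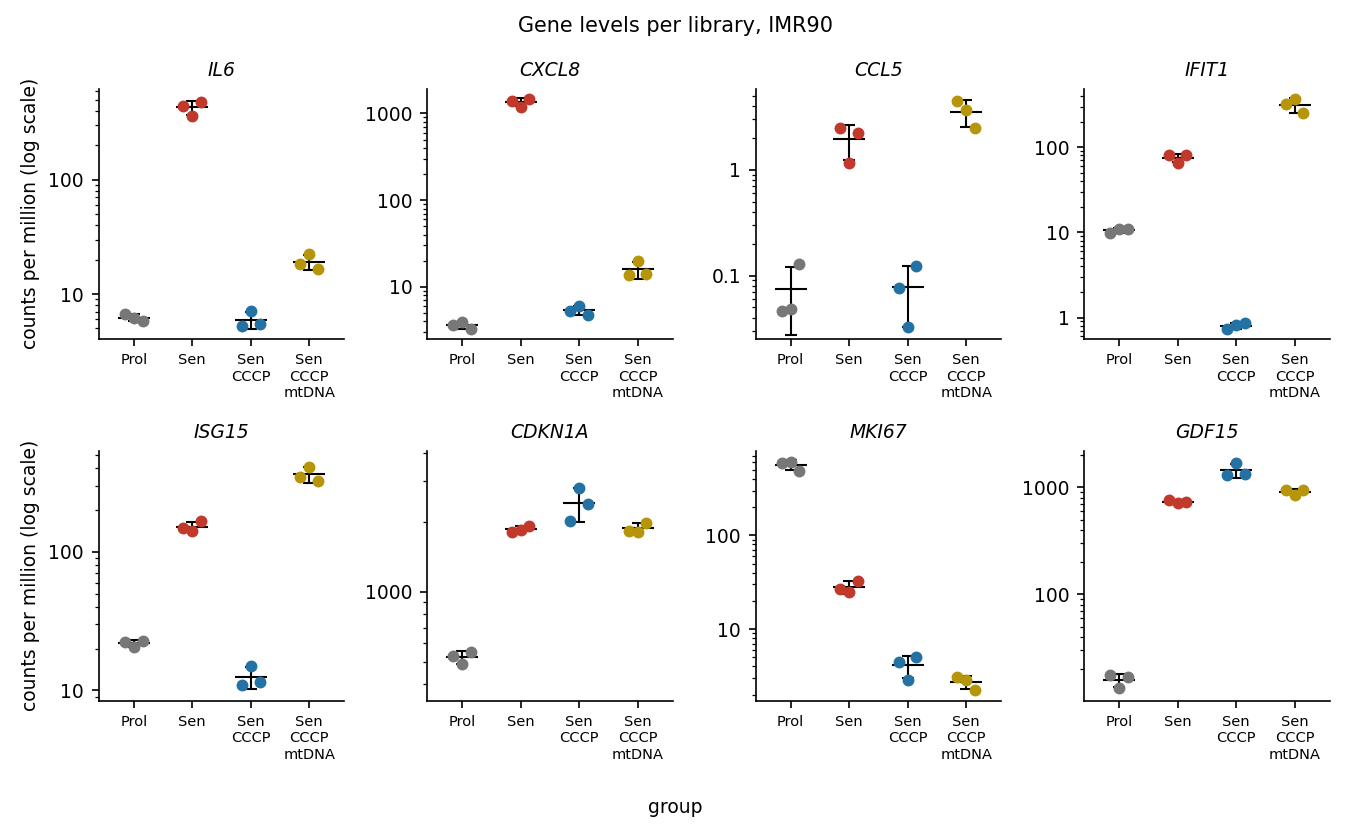
Levels of 8 genes in CPM (log axes) in the 12 IMR90 libraries by group (Prol, proliferating; Sen, senescent). Points are libraries, and bars are the mean ± SD of 3; IL6 had means of 6.21, 429, 5.96 and 19.1 CPM over the 4 groups, and IFIT1 had means of 10.6, 75.5, 0.803 and 314 CPM.

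**Figure D3:**
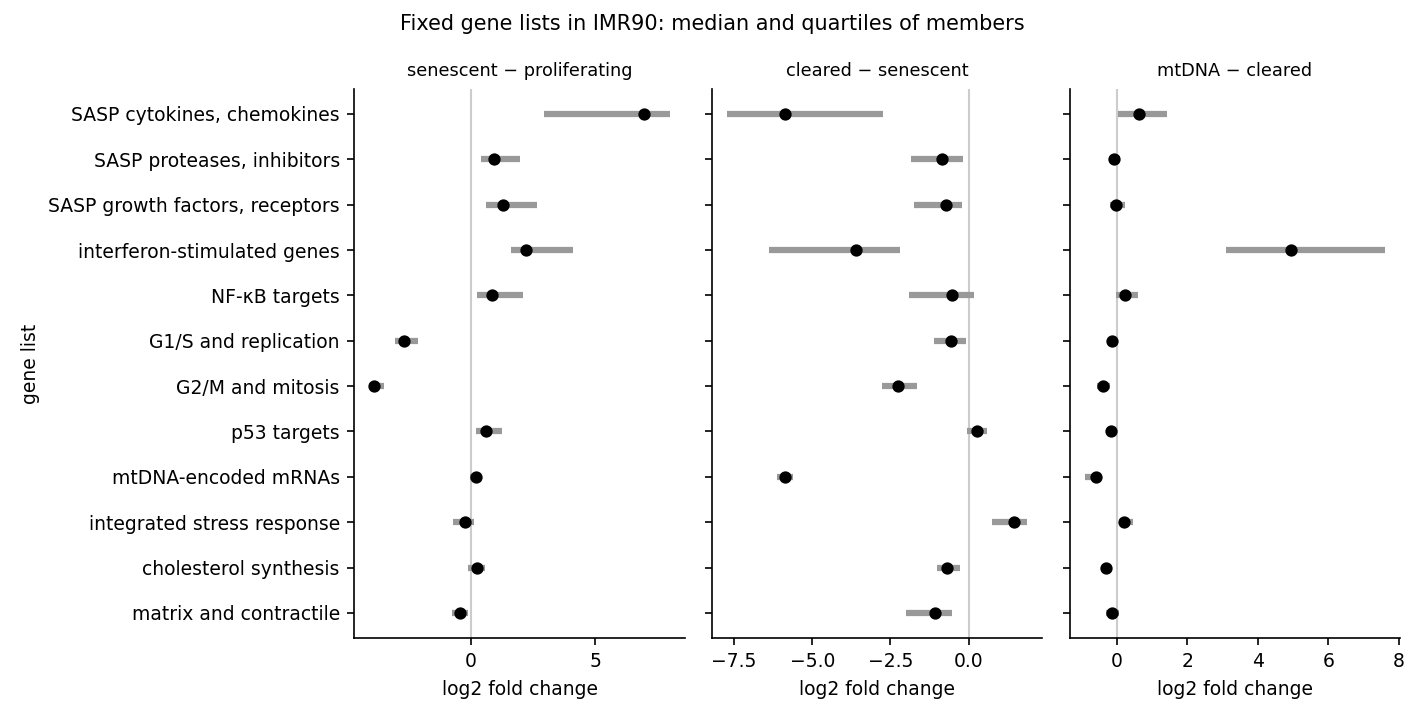
Median (point) and quartiles (bar) of log2 fold changes of the members of 12 fixed gene lists in 3 IMR90 comparisons. The cytokine list has medians of 6.96, -5.88 and 0.63, and the ISG list has medians of 2.21, -3.60 and 4.93.

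The next comparison asked what senescence changed in MRC5 with an empty vector. Of 16341 genes tested, 4616 were higher and 4963 lower in senescent cells (58.6%). CDKN1A rose by 0.87 ± 0.09 (1517 ± 69.8 against 829 ± 45.5 CPM), CDKN2B by 2.10 and CDKN2A by 0.51. LMNB1 and MKI67 fell (-4.17 and -4.20), with all 39 genes of G2 and mitosis (median -4.22), 35 of 36 genes of G1/S and 37 of 38 proliferation genes chosen by the study on these samples. IL6 rose by 3.87 ± 0.16 (43.7 ± 3.27 against 2.98 ± 0.246 CPM), CXCL8 by 4.82 ± 0.30, CXCL1 by 8.14, IL1A by 3.44 and IL1B by 2.47. The adhesion receptor gene VCAM1 (7.94), the complement gene C3 (7.04) and TNFSF18, which encodes a ligand of the TNF family (6.67), were among the 5 most raised genes by the naming rule. Of 20 cytokines and chemokines 15 rose, 3 fell and 2 were not called, also adjusted over the list alone (median 3.28, adjusted p = 2.9e-08, and 0.0296 with an estimated correlation). Proteases were not called as a list (6 higher, 5 lower), and the metalloproteinase genes MMP1, MMP3 and MMP10 fell (-3.34, -2.61 and -5.03). Growth factors rose in 18 of 32 cases and fell in 7, NF-κB targets rose in 86 of 183 and fell in 51, and 13 of 13 genes of the study's MRC5 SASP list rose; these lists were called with the preset correlation only (adjusted p = 0.474, 0.607 and 0.0637 with an estimated correlation). ISGs rose in 34 of 44 cases and fell in 2 (median 0.90, adjusted p = 6.9e-08, and 0.117 with an estimated correlation), with IFIT1 at 0.37, ISG15 at 0.69 and CXCL10 at 7.05. Lysosome genes rose in 24 of 35 cases and cholesterol synthesis genes in 17 of 23, again with the preset correlation only (adjusted p = 0.474 and 0.252 with an estimated correlation).

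The main MRC5 comparison asked whether SASP genes are lower, and cell cycle genes the same, in senescent cells without BAX and BAK. Of 16341 genes, 255 were higher and 270 lower in deleted than in empty vector senescent cells (3.21%). The higher genes numbered 157 without empty vector replicate 3, 137 without deleted replicate 1 and 143 without deleted replicate 2, and the lower ones 179 and 164 without empty vector replicates 2 and 3. IL6 fell by 1.45 (15.9 ± 3.72 against 43.7 ± 3.27 CPM, adjusted p = 4.1e-06) and CXCL8 fell by 2.33 (16.0 ± 4.93 against 81.1 ± 27.2 CPM, adjusted p = 2.8e-04). The chemokine genes CXCL1, CXCL10 and CXCL5 fell (-2.33, -2.08 and -1.96), as did the growth factor gene CSF2 (-2.52) and IL1B (-1.55). IL1A was not called (adjusted p = 0.261). Of 20 SASP cytokines and chemokines 9 fell and none rose (14 fell adjusted over the list alone, median -1.06, camera adjusted p = 1.1e-36, and 4.7e-04 with an estimated correlation). The study's MRC5 and IMR90 SASP lists had 9 of 13 and 8 of 16 genes lower (13 and 12 adjusted over the list alone), which is not independent evidence. Growth factors and receptors fell in 7 of 32 cases and none rose, with ICAM1 at -0.90 and VCAM1 at -1.08, and NF-κB targets fell in 34 of 183 and rose in 3 (52 and 8 adjusted over the list alone). Both lists were called with the preset correlation only (adjusted p = 0.497 and 0.316 with an estimated correlation). Proteases were not called as a list (1 higher, 3 lower), except without empty vector replicate 1 or deleted replicate 1.

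Hardly any cell cycle genes were called in the same comparison. CDKN1A, CDKN2A, LMNB1 and MKI67 were not called (adjusted p = 0.673, 0.891, 0.894 and 0.153), with MKI67 at 5.58 ± 0.202 against 7.21 ± 0.273 CPM. The G2 and mitosis list had a median of -0.02, with 1 gene higher (AURKA, which encodes a spindle kinase, 0.38) and no gene called adjusted over the list alone. No gene of the G1/S list (median 0.01), of the study's proliferation list or of the arrest markers was called. ISGs were called lower as a group with the preset correlation only: 2 of 44 fell and 1 rose (median -0.11, adjusted p = 0.0123, and 0.513 with an estimated correlation). The 2'-5'-oligoadenylate synthetase-like gene OASL fell by 2.28, the dynamin-like GTPase gene MX2 rose by 0.76, and IFIT1 and ISG15 were not called (adjusted p = 0.139 and 0.988). With 1 of the 6 libraries left out in turn, the calls ended in 6 cases for MX2, 5 for AURKA, 3 for OASL, 2 for the ISG list (up to 0.371) and 1 for the mtDNA-stress ISGs. The mtDNA-stress ISGs gave 2 of 29 lower and 1 higher (adjusted p = 0.0127, and 0.425 with an estimated correlation). Genes of the integrated stress response rose in 5 of 34 cases and cholesterol synthesis genes in 3 of 23 (11 and 9 adjusted over the list alone), with the serine synthesis gene PHGDH at 0.66, and were called with the preset correlation only (adjusted p = 0.187 and 0.0899 with an estimated correlation). The mtDNA-encoded mRNAs were not called (median -0.24, adjusted p = 0.111) and depended on single libraries. Their median was -0.65 without deleted replicate 3 and 0.10 without empty vector replicate 1, the libraries with a high share of them, and -0.33 without both. It was -0.40 and -0.34 without empty vector replicates 2 and 3, and the list was called lower without deleted replicate 3 or empty vector replicate 2 or 3. Also not called were p53 targets (0 higher, 2 lower).

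**Figure D4:**
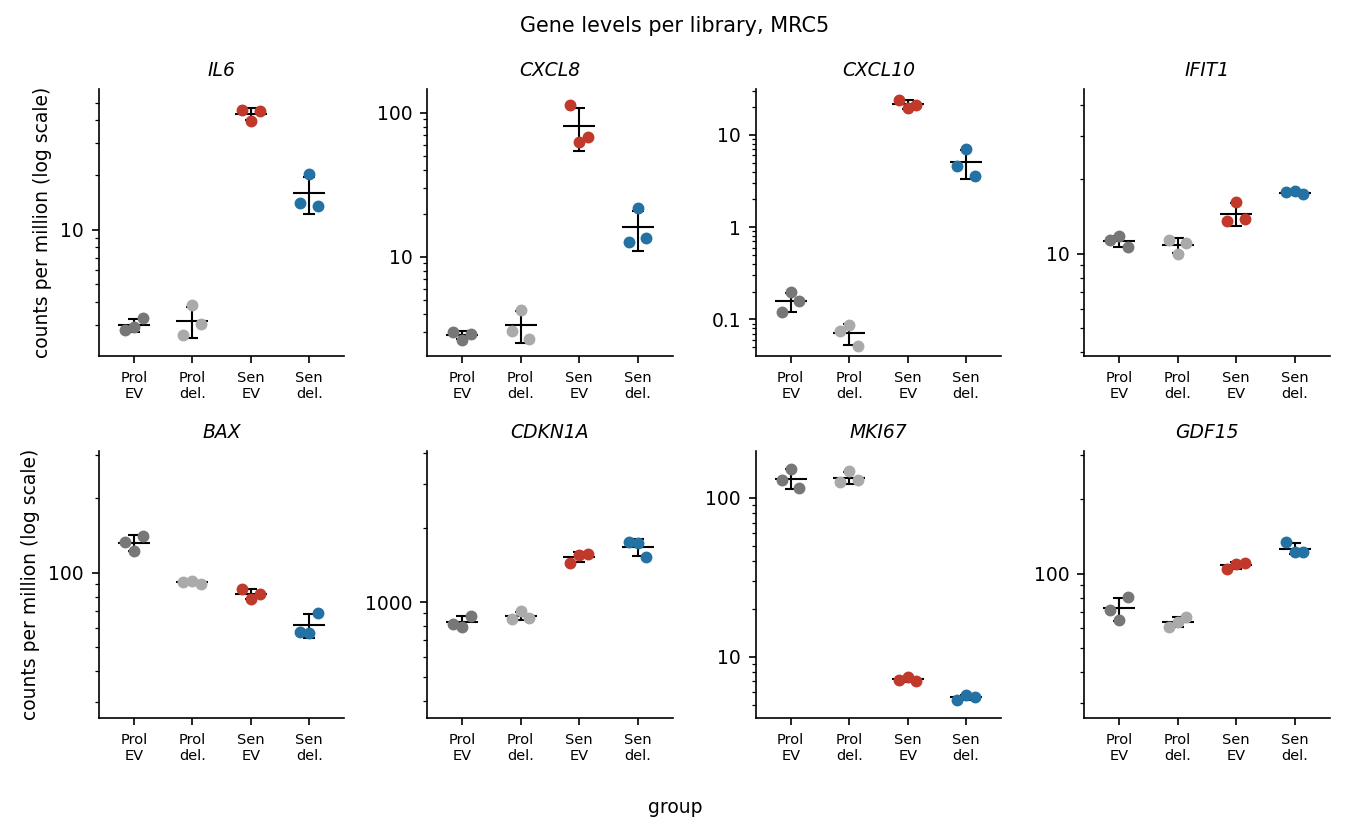
Levels of 8 genes in CPM (log axes) in the 12 MRC5 libraries by group (EV, empty vector; del., BAX/BAK deleted; Prol, proliferating; Sen, senescent). Points are libraries, and bars are the mean ± SD of 3; in senescent cells IL6 had means of 43.7 CPM with empty vector and 15.9 CPM with the deletion.

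In proliferating MRC5, which shows what the deletion changes without irradiation, 146 genes were higher and 106 lower (1.54%). Leaving out 1 of the 6 libraries gave 63 (without deleted replicate 2) to 110 higher and 35 (without deleted replicate 1) to 78 lower genes, and leaving out both senescent libraries with a high mtDNA-encoded share gave 287 and 247. IL6 and CXCL8 were not called (adjusted p = 0.948 and 0.907), and of 20 cytokines and chemokines 1 rose and none fell (median 0.23, adjusted p = 0.331). The risen gene was CCL2, which encodes a monocyte chemokine (0.53), and this call ended in 5 of 6 fits with 1 library left out. HAND2 and BACE2, which encode a developmental transcription factor and a membrane protease, rose by 1.94 and 1.91, and the ubiquitin ligase gene TRIM58 fell by 2.29. In senescent cells these genes moved alike (1.87, 1.52 and -2.16), and TBX4, which encodes a transcription factor of lung mesenchyme, rose there by 2.85. Over 16341 genes 78 were higher and 65 lower in both deletion comparisons, where independent calls would give 2.28 and 1.75, and these comparisons share no libraries. The periostin gene POSTN was among the shared ones (1.27 and 1.09). Genes of G1/S had a median of -0.13 with no gene called (adjusted p = 6.5e-07, and 0.902 with an estimated correlation). BAX/BAK deleted and empty vector cells are separate selected populations, and whether each group of 3 came from 1 population is not given in the sources used here.

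Deleted cells still mounted a senescence response. Between senescent and proliferating deleted cells 4270 genes were higher and 4749 lower (55.2%). CDKN1A rose by 0.92, MKI67 fell by 4.59 and all 39 genes of G2 and mitosis fell (median -4.31). IL6 rose by 2.34 ± 0.16, CXCL8 by 2.25 ± 0.31, CXCL1 by 4.63 and C3 by 4.95. Of 20 cytokines and chemokines 14 rose and 3 fell (median 1.76, adjusted p = 0.00415, and 0.237 with an estimated correlation), and 33 of 44 ISGs rose (adjusted p = 4.1e-07, and 0.153 with an estimated correlation).

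Whether the deletion effect itself differs between senescent and proliferating MRC5 was tested as an interaction. 5 of 16341 genes were called, all with a more negative effect in senescent cells: IL6 (-1.53 ± 0.24, adjusted p = 0.0212), CXCL5 (-2.71 ± 0.30, adjusted p = 0.00103), the prostaglandin synthase gene PTGS2 (-1.43 ± 0.21, adjusted p = 0.0121), C3 (-2.09 ± 0.26) and POU2F2, which encodes a transcription factor of the Oct family (-1.14 ± 0.14). C3 and POU2F2 lie outside the naming rule and are given, after their values were seen, because they complete the 5. CXCL8 (0.104), CXCL1 (0.864) and IL1B (0.558) had adjusted p above the threshold. Lower genes numbered 3 without proliferating deleted replicate 2 or 3 or senescent deleted replicate 1, 16 without senescent deleted replicate 2 and 17 without senescent empty vector replicate 1. Leaving out 1 of 12 libraries at a time ended the call of IL6 in 7 cases (adjusted p up to 0.125) and of PTGS2 in 3, and CXCL8 was called in 2 and CXCL1 in 1. Of 20 cytokines and chemokines 2 were called lower (10 adjusted over the list alone, median -1.07, adjusted p = 3.1e-30, and 0.00110 with an estimated correlation). The G2 and mitosis list was not called (median 0.03, adjusted p = 0.791), nor were ISGs (median -0.09, adjusted p = 0.0744), although ISGs were called in 4 of the 12 cases with a library left out. In simulated data of this depth and group size the test found 27.3% of genes changed by 0.5, 92.5% of genes changed by 1 and 100% of genes changed by 2 log2 units. The changed genes had a mean of at least 1 CPM, and all groups were otherwise alike. These shares do not cover genes near 0 counts in proliferating cells, such as CXCL1 (3 or 4 counts per empty vector library).

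**Figure D5:**
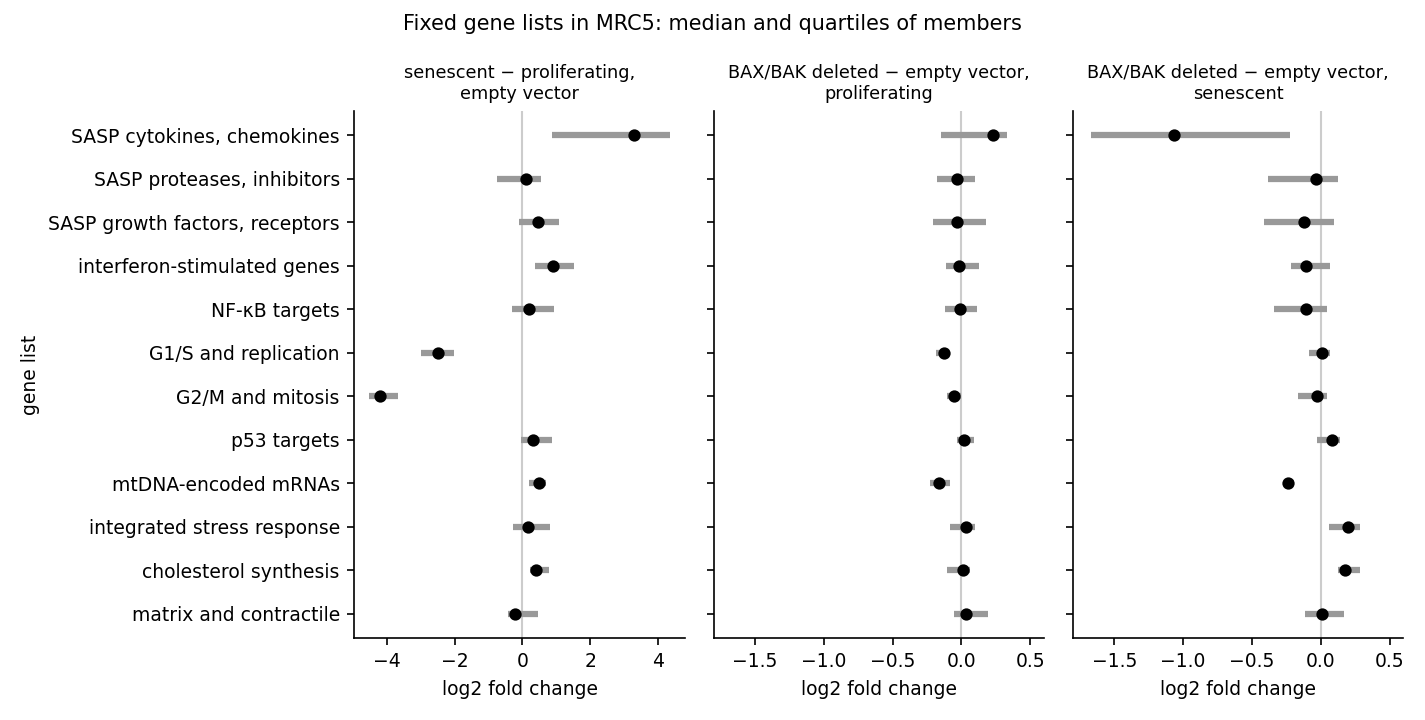
Median (point) and quartiles (bar) of log2 fold changes of the members of 12 fixed gene lists in 3 MRC5 comparisons; both deletion panels share an axis. The cytokine list has medians of 3.28 for senescence, 0.23 for the deletion in proliferating cells and -1.06 for the deletion in senescent cells.

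The senescence effects of both lines were similar in direction. Across 15716 genes the log2 fold changes of IMR90 and MRC5 had a Pearson r of 0.752 and a Spearman rho of 0.697 (across genes, which are not independent replicates). Both lines had 3036 genes higher and 3625 lower, where independent calls would give 1428 and 1690. A test of the difference over 24 libraries called 2665 genes with a more positive and 2469 with a more negative effect in IMR90. Of the called genes 51.9% were more positive, and 71.3% with scaling by library size alone. Genes with a more negative effect include some that fell further in IMR90, such as LMNB1. The effect on IL6 was larger in IMR90 by 2.23 ± 0.24, on CXCL8 by 3.72 ± 0.39, on IL1B by 4.61, on GDF15 by 4.94 ± 0.15 and on IFIT1 by 2.45 ± 0.16. The metalloproteinase genes MMP12, MMP10 and MMP3, which fell in MRC5 senescence, had differences of 6.72, 6.51 and 6.40, and VCAM1 had -3.74. CDKN1A rose more in IMR90 (0.95), and CDKN2A and MKI67 were not called (adjusted p = 0.535 and 0.614). More positive effects in IMR90 were called for 14 of 26 cytokines and chemokines and more negative ones for 2 (median 2.78). They were also called more positive for 12 of 19 proteases, 35 of 46 ISGs (median 1.64) and 114 of 188 NF-κB targets. These lists were called with an estimated correlation too (highest adjusted p = 0.0399, for ISGs). Line, vector, oxygen level and any sequencing batch cannot be told apart in this comparison.

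Effects were last set against each other across genes. Of the genes that rose in IMR90 senescence 2552 fell after clearance, where independent calls would give 1790, and 2289 that fell in senescence rose (1783). The correlation across genes was -0.240, while groups without any change that share the senescent libraries gave -0.522 to -0.471 in simulations. The covariance was -0.331 against -0.0268 in those simulations, which shared at most 1 call. The simulations already contain the spread between the shared libraries. They would miss a shift common to all 3 shared libraries, which may be part of the excess. Genes lowered by clearance and raised by mtDNA numbered 642 (352 if independent), and genes raised and then lowered 633 (419), with r = -0.365 against -0.487 in simulations and a covariance of -0.208 against -0.0320. The pair of IMR90 senescence and mtDNA against clearance shares no libraries and showed no general return (r = 0.117, rho = -0.0164). Of the genes raised in senescence, mtDNA raised 557 (402 if independent) and lowered 634 (441). Of those lowered in senescence, it raised 338 (369) and lowered 361 (405). Senescence in IMR90 and the BAX/BAK deletion in senescent MRC5 share no libraries, and 200 genes were higher in the first and lower in the second (84.8 if independent; r = -0.169). In each comparison of 3 libraries with 3, the 9 other ways of dividing the same libraries gave at most 1 called gene, and with 10 divisions no share below 0.1 can be reached. The labels do not say whether the 3 libraries of a group come from separate cultures, so the p-values may measure technical spread only.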

Values the study reported

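The study reported that its IMR90 cells were exposed to 12.5 µM CCCP for 48 h starting 3 days after irradiation, received 15 µg of mtDNA at 7 days and were harvested at 10 days. The study reported an FDR-corrected P of at most 0.05 from DESeq2 as its threshold for expression differences.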

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

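Chosen only after the results were seen were the tests of scaling, of the transfection, of a single clearance library, of growth arrest, of levels before irradiation and of both libraries with a high mtDNA-encoded share.

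The effect of the BAX/BAK deletion differed between senescent and proliferating MRC5 in a test of the interaction, which picked out 5 genes with a more negative effect in senescent cells: CXCL5 (-2.71), C3 (-2.09), IL6 (-1.53), PTGS2 (-1.43) and POU2F2 (-1.14). Of 100 divisions of the 12 MRC5 libraries, the real one included, 11 gave at least as many called genes, with a highest number of 39. All 10 others of these keep or flip the real deletion groups in 1 state and so carry the deletion effect, and divisions that mix the groups in both states gave 0 genes, so these divisions do not decide on chance.

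The senescence effect differed between the lines, picked out by a test of IMR90 minus MRC5 with 2665 genes more positive and 2469 more negative. Among the genes fixed beforehand the differences were 4.94 for GDF15, 4.61 for IL1B, 4.17 for IL1A, 3.72 for CXCL8, 2.45 for IFIT1, 2.23 for IL6, 2.09 for ISG15, 0.95 for CDKN1A, 0.47 for BAX, -0.42 for CDKN2B and -0.60 for LMNB1. Of 100 divisions, the real one included, 10 gave at least as many called genes, up to 7651. All 9 others of these keep or flip the senescent and proliferating groups of 1 line and so carry its senescence effect, and divisions that mix the groups in both lines gave 0 genes, so these divisions do not decide on chance. Line, vector, oxygen level and batch cannot be told apart in this difference, and no biological explanation was tested.

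After mtDNA transfection ISGs lay above and SASP cytokines below the level of uncleared senescent cells, the ISG list with the preset correlation only (adjusted p = 0.305 with an estimated one). A fault of scaling would have to bring both medians to 0, but over 3 other scalings the lowest ISG median was 1.25 and the highest cytokine median was -4.38. Whether mtDNA or the act of transfection raised the ISGs cannot be told apart, since 0 libraries come from cleared cells transfected without mtDNA. A response to DNA in the cytosol that acts on interferon more than on NF-κB is a hypothesis that mock-transfected cells could test.

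The mtDNA-encoded mRNAs were lower after mtDNA transfection than after clearance alone, with the preset correlation and not with an estimated one (adjusted p = 0.0867). Reads from nuclear copies of mtDNA stay open as a source of what is left: annotated nuclear mtDNA pseudogenes had a median of -6.05 after clearance, close to that of the mRNAs (-5.88), as misassigned mtDNA reads would give, so their fall does not decide. Their median after transfection was -0.18. The clearance library with the most unusual profile, replicate 2, was not the cause, since without it the list median stayed at -0.53. A longer time for the loss of mtDNA or a more complete clearance in the transfected cells was not tested.

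In senescent MRC5 the SASP cytokines were lower with BAX and BAK deleted. Both libraries with a high mtDNA-encoded share were not the cause, since without them the list median was -0.81. Less complete growth arrest would raise genes of G2 and mitosis, which had a median of -0.0247. Lower cytokine levels before irradiation would give a negative list median in proliferating cells. It was 0.23, and 0.0449 to 0.268 with 1 library left out. Members such as CXCL1 and IL1A had few counts in proliferating cells, so for these the median does not decide. Whether the edited cells are less inducible because of the deletion or because they are another selected population stays open, as no second edited population or rescue was analysed here.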

How the results depend on the processing

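Of the tests in this part, leaving out both MRC5 libraries with a high mtDNA-encoded share was chosen only after the data were seen. Apart from leaving out replicates, the alternatives gave 2422 gene results and 326 list results of the same direction on the same side of the threshold, 44 and 43 that fell short of it, 16 and 18 that newly passed it, and 18 and 1 with another direction. Of the counts of called genes 210 stayed within 1.5 times and 78 did not. Leaving out 1 replicate at a time kept 1300 gene and 712 list results, with 36 and 9 falling short, 6 and 12 newly passing and 8 and 11 in another direction. A group with a replicate left out keeps 2 libraries, and depth limits genes near 0 counts, whose folds are bounds. For all values that moved or turned below, the cause was not tested unless it is stated. Scaling by library size alone, in place of TMM, moved the median of all genes by 0.129 for senescence in IMR90, 0.141 for clearance, 0.165 for mtDNA against senescent cells and 0.142 for the difference between the lines.

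Replicate numbers do not pair the libraries: the lowest correlation between same-numbered libraries was from -0.384 to 0.0337 over 8 comparisons. A replicate block moved no count by more than 1.5 times; with it mtDNA gave 990 higher and 982 lower genes, and the deletion in senescent MRC5 gave 234 and 244. In no comparison did all 3 numbers correlate best with their own.

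A smaller count follows from a stricter threshold by construction. With an absolute log2 fold change of at least 1 the genes higher and lower were 2892 and 1500 for senescence in IMR90, 1293 and 2213 for clearance, 259 and 58 for mtDNA against clearance, 1286 and 1972 for mtDNA against senescent cells, 1703 and 1362 for senescence in MRC5, 1536 and 1203 for senescence in deleted MRC5, 62 and 60 for the deletion in senescent cells, 43 and 29 for it in proliferating cells, and 1170 and 583 for the difference between the lines. With an adjusted p of at most 0.01 they were 653 and 513 for mtDNA against clearance, 132 and 155 for the deletion in senescent and 63 and 38 in proliferating cells, with 3 lower for the interaction and 1612 lower for the lines.

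With limma on log2(FPKM + 1) the counts were 3072 lower for clearance, 680 and 521 for mtDNA, 2897 lower for mtDNA against senescent cells, 3027 higher for senescence in MRC5, 111 and 112 for the deletion in senescent and 31 and 26 in proliferating cells, 2 higher for the interaction and 1213 lower for the lines. With log2(FPKM + 0.1) they were 3062 lower for clearance, 637 and 466 for mtDNA, 2840 lower for mtDNA against senescent cells, 3026 higher for senescence in MRC5, 96 and 86 and 38 and 33 for the deletion, 2 and 1 for the interaction and 1015 lower for the lines. Without a filter on FPKM they were 556 and 362 for mtDNA, 108 and 80 and 33 and 32 for the deletion, 4 higher for the interaction and 1162 lower for the lines.

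Fitting only the libraries compared gave 614 and 348 genes for mtDNA and 137 and 170 for the deletion in senescent cells, with fewer libraries to estimate the spread. The counts for the interaction were 2 higher and 8 lower with library size alone, 8 lower with DESeq2 size factors, 8 lower with TMM without mtDNA-encoded genes, 6 and 28 without a filter on low counts, 3 and 12 with at least 1 CPM in 3 libraries, 8 and 20 with DESeq2 and 3 and 16 with all 24 libraries. Library size alone gave 1592 lower genes for the lines. Without both high-share MRC5 libraries the counts were 287 and 247 for the deletion in proliferating cells and 4 and 14 for the interaction.

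Leaving out 1 replicate gave these ranges, higher then lower: 5578 to 5729 and 5170 to 5301 for senescence in IMR90, 5237 to 5690 and 4841 to 5851 for clearance, 630 to 1652 and 465 to 1587 for mtDNA, 5034 to 5276 and 4657 to 4790 for mtDNA against senescent cells, 4251 to 4727 and 4559 to 4816 for senescence in MRC5, 137 to 316 and 164 to 351 for the deletion in senescent cells, 63 to 110 and 35 to 78 in proliferating cells, 3657 to 4168 and 4240 to 4606 for senescence in deleted cells, 0 to 1 and 3 to 17 for the interaction, and 2225 to 2550 and 2143 to 2726 for the lines.

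The only called result to turn was UHRF1 in IMR90 senescence, at 0.40 with log2(FPKM + 1), 2.29 with log2(FPKM + 0.1) and 0.40 without a filter on FPKM, because blank FPKM of proliferating libraries were read as 0. Uncalled genes that turned lay near 0. CDKN1A for mtDNA against senescent cells was at -0.0220 with DESeq2 size factors, -0.0307 with at least 1 CPM in 3 libraries, -0.00577 with DESeq2, -0.0165 with only the libraries compared, and -0.0220 to 0.0463 with a replicate left out. CDKN2A for mtDNA against clearance ran from -0.0715 to 0.276 with a replicate left out. For the lines CDKN2A was at 0.0674, 0.0886 and 0.0674 in the 3 FPKM alternatives, and MKI67 at 0.0248 with log2(FPKM + 0.1). ISG15 for the deletion in senescent cells was at 2.7e-05 with library size alone, 0.0451, 0.0459 and 0.0451 with FPKM, and -0.134 to 0.0849 with a replicate left out. IL6 in proliferating deleted cells was at -0.0451, -0.0511 and -0.0451 with FPKM and ran from -0.0933 to 0.209. Uncalled lists that turned had an adjusted p of 0.614 with fry for the BCL2 family after clearance. With a replicate left out it ran from 0.721 to 0.927 for this list, 0.0448 to 0.699 for oxidative phosphorylation after clearance, and, for the deletion in senescent cells, 0.375 to 0.779 for G1/S, 2.7e-08 to 0.850 for mtDNA-encoded mRNAs and 1.2e-04 to 0.951 for proteases. For G2 and mitosis in the interaction it ran from 0.4003 to 0.906.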

Other observations

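Nuclear genes that serve mitochondria moved both ways after clearance, although their lists were not called. The mtDNA helicase gene TWNK rose by 1.06, the mtDNA packaging gene TFAM by 0.79 and the mitophagy receptor gene BNIP3 by 0.96, and PINK1, the gene of a kinase that marks damaged mitochondria, fell by 0.94. The import chaperone genes HSPA9 and GRPEL2 rose by 0.88 and 0.98, and the matrix protease gene LONP1 by 0.67. The endoplasmic reticulum chaperone gene HSP90B1 fell by 1.56. The survival gene BCL2 rose (3.11 ± 0.385 against 1.24 ± 0.442 CPM), whereas BCL2A1, a survival gene of the NF-κB pathway, had 235 counts in senescent and 3 in cleared cells, a ratio of 87.3 (95% counting interval 29.5 to 427). TMEM173, the STING gene, fell by 1.02. After mtDNA transfection the DNA sensor gene IFI16 rose by 0.68 and the survival gene MCL1 by 0.59.

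The tests of other divisions of the libraries were written before their results were seen, and the values on single libraries were looked at only after the data were seen.

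For each of the 8 comparisons of 3 libraries with 3, 1 of 10 divisions, the real one, gave as many called genes (252 to 11534, against at most 1 in the others), and 10 divisions are too few for a share under 0.05. In a principal component analysis the first and second components held 59.0% and 25.6% of the variance in IMR90 and 74.8% and 6.31% in MRC5. Deviations from the group means of the senescent MRC5 empty vector replicate 1 and deleted replicate 3, both with a high mtDNA-encoded share, had a correlation of 0.495 across genes. The amount of mtDNA in the labels, 5 µg, is over 1.5 times lower than the amount in the methods of the study. Which of both holds for these libraries was not settled.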
